# Mesenteric lymph node stromal cell‐derived extracellular vesicles contribute to peripheral de novo induction of Foxp3^+^ regulatory T cells

**DOI:** 10.1002/eji.201746960

**Published:** 2017-09-15

**Authors:** Maria Pasztoi, Joern Pezoldt, Michael Beckstette, Christoph Lipps, Dagmar Wirth, Manfred Rohde, Krisztina Paloczi, Edit Iren Buzas, Jochen Huehn

**Keywords:** Extracellular vesicles, Fibroblastic reticular cells, Intestinal tolerance, Mesenteric lymph nodes, Regulatory T cells

## Abstract

Intestinal regulatory T cells (Tregs) are fundamental in peripheral tolerance toward commensals and food‐borne antigens. Accordingly, gut‐draining mesenteric lymph nodes (mLNs) represent a site of efficient peripheral de novo Treg induction when compared to skin‐draining peripheral LNs (pLNs), and we had recently shown that LN stromal cells substantially contribute to this process. Here, we aimed to unravel the underlying molecular mechanisms and generated immortalized fibroblastic reticular cell lines (iFRCs) from mLNs and pLNs, allowing unlimited investigation of this rare stromal cell subset. In line with our previous findings, mLN‐iFRCs showed a higher Treg‐inducing capacity when compared to pLN‐iFRCs. RNA‐seq analysis focusing on secreted molecules revealed a more tolerogenic phenotype of mLN‐ as compared to pLN‐iFRCs. Remarkably, mLN‐iFRCs produced substantial numbers of microvesicles (MVs) that carried elevated levels of TGF‐β when compared to pLN‐iFRC‐derived MVs, and these novel players of intercellular communication were shown to be responsible for the tolerogenic properties of mLN‐iFRCs. Thus, stromal cells originating from mLNs contribute to peripheral tolerance by fostering de novo Treg induction using TGF‐β‐carrying MVs. This finding provides novel insights into the subcellular/molecular mechanisms of de novo Treg induction and might serve as promising tool for future therapeutic applications to treat inflammatory disorders.

## Introduction

The gastrointestinal tract harbors the largest number of immune cells throughout the body, and constrains invading pathogens with multiple layers of innate and adaptive immune responses. Simultaneously, the intestinal immune system has to confer tolerance toward self and harmless, non‐self antigens derived from diet and commensals. Microbiota are not only critical for breaking down indigestible nutrients and synthesizing vitamins 1, but also provide stimuli for the development of the mucosal immune system 2, 3, and are especially critical for peripheral de novo induction of Foxp3^+^ regulatory T cells (Tregs) 4, 5. Although the vast majority of Foxp3^+^ Tregs is generated already in the thymus, their T‐cell receptor repertoire is complemented by peripheral de novo Treg induction, allowing establishment of mucosal tolerance 6, 7, 8. De novo Treg induction is more efficient in gut‐draining lymph nodes (LNs), including liver‐draining celiac LN and mesenteric LNs (mLNs), when compared to skin‐draining peripheral LNs (pLNs) 9, 10, 11, 12. Results from our previous study suggest that de novo Treg induction is independent of the antigen administration route 12, but rather determined by intrinsic properties of gut‐draining LNs, including migratory CD103^+^ tolerogenic dendritic cells (DCs) 9, 10, 13 and resident fibroblastic reticular cells (FRCs) located in the T‐cell zone of LNs 12, 14, 15, 16. Both cell types express high levels of retinal aldehyde dehydrogenase 2 (RALDH), thereby favoring de novo Treg induction and fostering expression of gut‐homing molecules on differentiated T cells 9, 10, 13, 14, 15, 17. Moreover, LN transplantation experiments revealed that the unique properties of mLNs are stably imprinted within the stromal cell compartment, as efficient induction of both Foxp3 and gut‐homing molecules was maintained after transplantation of mLN into a non‐tolerogenic skin‐draining site 12, 15.

Since molecular details of the tolerogenic properties of mLN stromal cells are only incompletely understood, we here aimed to identify factors involved in the direct cross‐talk between FRCs and differentiating T cells, and focused on the recently rediscovered way of intercellular communication via extracellular vesicles (EVs). EVs, including small EVs here referred to as exosomes (50–100 nm), intermediate size EVs here referred to as microvesicles (MVs) (100‐1000 nm) and large apoptotic bodies (> 1000 nm in diameter), are involved in various immunological processes 18, 19, 20, 21 and have the potential for both therapeutic and diagnostic applications 22, 23. Release of EVs is a property of almost all cell types 18, 21, 24, 25, including different types of fibroblasts 26, 27. As EVs carry biologically active molecules 25, 26, 28, 29, it was tempting to speculate that secreted molecules of FRCs harboring tolerogenic properties are associated with EVs.

Here, we report that immortalized FRCs (iFRC) originating from gut‐draining mLNs possess a higher Treg‐inducing potential when compared to iFRCs derived from skin‐draining pLN. One of the major factors responsible for these tolerogenic properties of mLN‐iFRCs is TGF‐β, a key cytokine for de novo Treg‐induction. Furthermore, TGF‐β is not simply released into the supernatant (SN), but is associated with MVs. Therefore, these observations reveal the capacity of FRCs in shaping the tolerogenic micromilieu of mLNs via release of immunomodulatory factor‐containing MVs that directly affect T‐cell differentiation, finally resulting in a population of de novo induced Foxp3^+^ Tregs.

## Results

### Immortalized stromal cells derived from mLNs show a high Treg‐inducing capacity

To allow unlimited investigation of LN stromal cells, iFRCs derived from mLNs and pLNs were generated via lentiviral transduction of *ex vivo* isolated FRCs with a doxycycline‐inducible SV40 TAg 30. After in vitro expansion, both mLN‐ and pLN‐iFRCs kept the characteristic CD31^−^gp38^+^ phenotype of FRCs (Fig. 1A), and iFRC proliferation was strictly dependent on doxycycline (data not shown). In order to investigate the direct impact of mLN‐ and pLN‐FRCs on de novo Treg induction, a co‐culture system was established using naïve CD4^+^ T cells and iFRCs in the growth‐arrested state. This system lacks any influence from DCs, but relies on polyclonal T cell stimulation using anti‐CD3/CD28 Dynabeads. In absence of iFRCs, hardly any Foxp3^+^ Tregs were de novo induced from naïve CD4^+^ T cells (Fig. 1B and Supporting Information Fig. 1). However, co‐cultures of naïve CD4^+^ T cells with mLN‐iFRCs resulted in a significantly increased frequency of de novo induced Foxp3^+^ Tregs when compared to co‐cultures with pLN‐iFRCs, in line with the previously described differential Treg‐inducing capacity of ex vivo isolated stromal cells from mLNs and pLNs 12. In order to unravel how iFRCs communicate with T cells and to identify the molecular mechanisms underlying the superior Treg‐inducing properties of mLN‐iFRCs, we next studied the Treg‐inducing capacity of iFRC‐derived SN containing secreted factors and subcellular structures. Interestingly, SN of mLN‐iFRCs was more efficient in supporting de novo Treg induction when compared to pLN‐iFRC‐derived SN (Fig. 1C). These data suggest that FRCs from mLNs can release soluble factors and/or subcellular structures that favor conversion of naïve T cells into Foxp3^+^ Tregs, thereby contributing to the unique tolerogenic microenvironment of mLNs.

**Figure 1:**
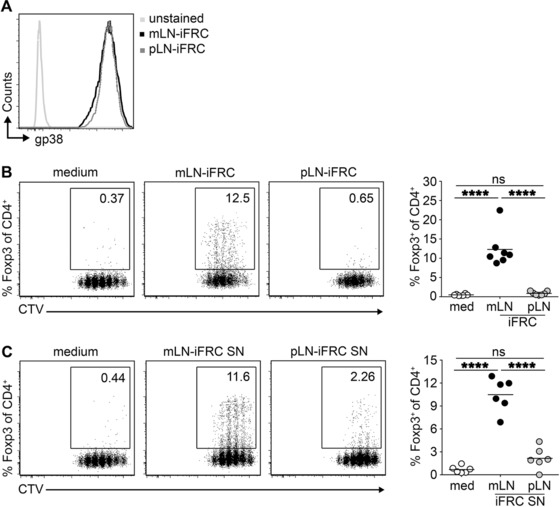
mLN‐iFRCs possess superior de novo Treg‐inducing capacity. (A) FRCs were ex vivo isolated from skin‐draining pLNs and gut‐draining mLNs and immortalized via lentiviral transduction. After doxycycline‐induced expansion, pLN‐ and mLN‐iFRCs were phenotyped by flow cytometry. Representative histograms depict expression of gp38 among CD45^−^CD24^−^CD31^−^ iFRCs originating from mLN and pLN. Histogram is from a single experiment representative of three independent experiments with one mLN‐ and one pLN‐iFRCs per experiment. (B, C) CTV‐labeled naïve CD4^+^ T cells from Foxp3^hCD2^xRag2^‐/‐^xDO11.10 mice were added to iFRCs (B) or iFRC‐derived SNs (C) in presence of IL‐2 and anti‐CD3/CD28 Dynabeads. Four days later, the frequency of de novo induced Foxp3^+^ cells and CD4^+^ T cell proliferation was determined by flow cytometry, as shown in representative dot plots from a single experiment representative of seven (B) or six (C) independent experiments with one mLN‐ and one pLN‐iFRCs per experiment. Numbers in gates indicate frequencies. Each dot within scatterplot depicts mean of technical replicates, and each line represents mean of depicted dots within respective groups. Data were pooled from seven (B) or six (C) independent experiments with one mLN‐ and one pLN‐iFRCs per experiment; *p*‐values were calculated using one‐way ANOVA followed by Bonferroni's post‐test. ns, not significant; ****p < 0.0001. med, medium.

### Multiple soluble factors are differentially expressed between mLN‐ and pLN‐iFRCs

To define secreted molecules responsible for the differential Treg‐inducing capacity of mLN‐ and pLN‐iFRCs, we performed an RNA‐seq analysis. 

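mLN-iFRCs and pLN-iFRCs are fibroblastic reticular cells, the stromal cells that build the T cell zone of lymph nodes, sorted from mesenteric (gut-draining) or peripheral (skin-draining) lymph nodes and immortalized with an inducible SV40 T-antigen. Poly(A) RNA was sequenced from 3 cultures of the mLN-iFRC line and 3 cultures of the pLN-iFRC line. Each line was selected from several that had been generated, so the tests compare 2 cell lines, with cultures as replicates, and not lymph nodes of several mice. The authors aligned the reads to the mouse genome GRCm38, counted them per gene with htseq-count, and deposited the raw counts and the RPKM values of every library. Reads counted on genes came to 25617714, 31170432 and 19758490 in mLN-iFRC cultures 1 to 3 (median 25617714) and to 25945016, 28007027 and 41667870 in pLN-iFRC cultures 1 to 3 (median 28007027). The raw counts were normalized by edgeR's TMM method, and 13890 genes passed edgeR's filter on low counts. Each gene was tested with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment, with the thresholds of the paper, an absolute log2 fold change of at least 1 and an adjusted p-value of at most 0.05. Fold changes are given as pLN-iFRCs over mLN-iFRCs, so a negative value stands for higher expression in mLN-iFRCs. The deposited RPKM values were used to state expression levels. The text does not give the strand setting of the counting, so the counts of a gene that overlaps another are less certain.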

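Of the 13890 genes tested, 969 were higher in mLN-iFRCs and 1427 were higher in pLN-iFRCs past both thresholds. The normalized counts of the 3 mLN-iFRC cultures and of the 3 pLN-iFRC cultures did not overlap for 45.9% of the tested genes, against 10% by chance. When each library was left out in turn, between 796 and 1278 genes were higher in mLN-iFRCs and between 1288 and 1601 were higher in pLN-iFRCs, with the largest numbers in the fit without pLN-iFRC culture 1. Among the other settings, edgeR's glmTreat test against a log2 fold change of 1 lowered the number higher in mLN-iFRCs most, to 470, and limma on log2(RPKM + 1) lowered the number higher in pLN-iFRCs most, to 609. The authors' deposited table of their DESeq2 comparison lists 14919 genes, and 2180 of the genes past both thresholds here pass them in that table with the same direction and 0 with the opposite direction.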

Out of 14919 profiled transcripts, 1023 and 1476 genes were up‐ and downregulated, respectively, in mLN‐iFRCs when compared to pLN‐iFRCs (|log_2_(FC)| ≥ 1, adjusted *p*‐value ≤ 0.05) (Fig. 2A; Supporting Information Table 1). Utilizing *Uniprot* [http://www.uniprot.org/, 22.02.2016, “secreted”] as reference allowed to identify 115 and 242 secreted protein‐encoding genes being up‐ and downregulated, respectively, in mLN‐iFRCs when compared to pLN‐iFRCs (Fig. 2A). To select genes most probably involved in the differential Treg‐inducing capacity of mLN‐ and pLN‐iFRCs, we decided to focus on the groups of complement proteins, cytokines and chemokines. Accordingly, the complement‐encoding genes indicated a higher expression of inflammation‐related complement molecules in pLN‐iFRCs, whereas the anti‐inflammatory *C1qtnf3* and *Fam132a* genes showed an increased expression in mLN‐iFRCs (Fig. 2B). Similarly, the pro‐inflammatory cytokine *Il6* and several chemokine‐encoding genes were expressed at higher levels in pLN‐iFRCs, while anti‐inflammatory cytokine‐encoding genes, such as *Tgfb1*, *Ltbp2* and *Pdgfc*, were significantly higher expressed in mLN‐iFRCs (Fig. 2B). 

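C1qtnf3 (ENSMUSG00000058914), on chromosome 15 of GRCm38 from 10952332 to 10980150, reached 4.93 ± 1.15 RPKM (SD, n = 3 cultures) in mLN-iFRCs and 0.273 ± 0.0830 RPKM (SD, n = 3) in pLN-iFRCs. Its log2 fold change was -4.16 (standard error 0.31, adjusted p = 4.74e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fam132a (ENSMUSG00000023571), on chromosome 4 from 155962318 to 155966629, reached 4.10 ± 1.10 RPKM and 0.853 ± 0.328 RPKM (SD, n = 3 each), a log2 fold change of -2.24 (standard error 0.33, adjusted p = 0.00165, same test). With the cell cycle score of the libraries as a covariate, a setting chosen after seeing the data, the log2 fold change of Fam132a was -1.88 with an adjusted p of 0.0725 in edgeR, above the threshold, against 1.37e-09 to 0.0131 over its other settings. The genes of the complement panel that were higher in pLN-iFRCs included Ptx3, Serping1, Clu and C4b, with log2 fold changes of 5.65, 3.56, 3.17 and 2.94. C4b has a near-identical neighbour, C4a. Reads that aligned to several places were set aside and not counted, so the counts of both genes could be too low. Colec10 and Cfb had at most 3 counts in every mLN-iFRC culture and were at least 2.97-fold and at least 6.66-fold higher in pLN-iFRCs, and Cfb overlaps another annotated gene on the same strand. Of the 12 genes in the panel, 11 passed both thresholds in the direction shown, 4 higher in mLN-iFRCs and 7 higher in pLN-iFRCs. Gpld1 did not, with 1.45 ± 0.314 and 1.76 ± 0.0621 RPKM (SD, n = 3 each), within the spread of the cultures (log2 fold change 0.33, adjusted p = 0.210 from the same edgeR test), and it overlaps Mrs2 on the opposite strand.

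Across 21 tested complement genes listed without regard to the heatmap, the median log2 fold change was 1.75, or 1.66 with the genes at the count floor set to their lower bounds, and 17 of the 21 were higher in pLN-iFRCs. The list was shifted as a set in limma's camera test with a preset correlation of 0.01 (adjusted p = 7.21e-07, Benjamini-Hochberg over 8 lists), and its 15 members outside Fig. 2B were also shifted (median 0.78, camera adjusted p = 9.11e-05). The estimated correlation between genes changed this result most, to a camera adjusted p of 0.104, in a range that began at 2.22e-07 over its alternatives. Of the 7 lists called by camera with the preset correlation, 6 were called by fry as well and 0 by camera with the estimated correlation, under which 3 had an unadjusted p under 0.05.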

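Il6 (ENSMUSG00000025746), on chromosome 5 of GRCm38 from 30013114 to 30019981, reached 0.740 ± 0.239 RPKM (SD, n = 3 cultures) in mLN-iFRCs and 3.70 ± 0.928 RPKM (SD, n = 3) in pLN-iFRCs, a log2 fold change of 2.37 (standard error 0.31, adjusted p = 8.42e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The chemokine genes Ccl2, Ccl7, Ccl8 and Ccl11 lie side by side on chromosome 11 and had log2 fold changes of 2.23, 2.95, 2.83 and 4.13, and Cxcl5 had 2.99. The most abundant of them was Ccl7, with 15.4 ± 3.56 RPKM in mLN-iFRCs and 115 ± 9.27 RPKM in pLN-iFRCs (SD, n = 3 each). Ccl9 depended on single cultures. Its log2 fold change was 1.40 (edgeR adjusted p = 0.0294) and passed both thresholds in 2 of the 6 fits that each left out one library, in which it ranged from 0.88 to 1.65 and the edgeR adjusted p from 0.0209 to 0.0986. Any reads that aligned to its paralog Ccl6 as well would have been left uncounted. Cxcl10 was the gene of the chemokine panel that did not pass, with a log2 fold change of -1.36 (standard error 0.47, edgeR adjusted p = 0.0644), although its normalized CPM did not overlap, by a small margin (lowest mLN-iFRC culture 2.97, highest pLN-iFRC culture 2.84). Without pLN-iFRC culture 1 it was -2.06 (edgeR adjusted p = 0.00286, in a range from 0.00286 to 0.206 over the fits that left out one library). Cxcl10 lies within Art3 on the opposite strand.

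Ltbp2 (ENSMUSG00000002020), on chromosome 12 from 84783212 to 84876532, reached 49.2 ± 9.78 RPKM in mLN-iFRCs and 14.8 ± 4.08 RPKM in pLN-iFRCs (SD, n = 3 each), a log2 fold change of -1.68 (standard error 0.25, edgeR adjusted p = 0.00182). Pdgfc (ENSMUSG00000028019), on chromosome 3 from 81036416 to 81214040, reached 11.9 ± 1.46 and 1.37 ± 0.163 RPKM (SD, n = 3 each), a log2 fold change of -3.07 (standard error 0.16, edgeR adjusted p = 9.89e-06). Both overlap a gene annotated on the opposite strand. In the cytokine panel, Il7, Il33, Il15 and Il34 were also higher in pLN-iFRCs, with log2 fold changes of 4.68, 3.49, 2.42 and 5.45, and Isg15 was higher in mLN-iFRCs with -1.45. Il7 and Il34 overlap genes annotated on the opposite strand. Il1f10 was removed by the filter on low counts. Its counts were 1, 0 and 1 in mLN-iFRCs and 20, 17 and 12 in pLN-iFRCs, at least 3.69-fold higher in pLN-iFRCs.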

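Of the 34 genes in the heatmaps of Fig. 2B, 33 were tested and 31 passed both thresholds in the direction shown, 11 higher in mLN-iFRCs and 20 higher in pLN-iFRCs. Adjusted over the list alone, 32 passed, which is not independent evidence, since the list was picked from these libraries. Lists of chemokine ligands and interleukins defined by their gene names were therefore tested too. Of 19 chemokine ligands tested, 11 were past both thresholds higher in pLN-iFRCs and 2 higher in mLN-iFRCs, with a median log2 fold change of 1.40 (camera adjusted p = 3.68e-04, Benjamini-Hochberg over 8 lists). Of 10 interleukins, 7 were past both thresholds higher in pLN-iFRCs and 0 higher in mLN-iFRCs, with a median of 2.04 (camera adjusted p = 8.17e-07). The members outside Fig. 2B did not show a shift of that size. The median of the 10 other chemokine ligands was 0.57 (camera adjusted p = 0.0852), and that of the 4 other interleukins was 0.22 (camera adjusted p = 0.532). Over all alternatives, the camera or fry adjusted p ranged from 1.62e-05 to 0.121 for the chemokine ligands and from 2.48e-08 to 0.532 for the interleukins.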

In general, a considerably lower number of inflammatory mediators showed an increased expression in mLN‐iFRCs, suggesting that these cells harbor a more tolerogenic phenotype as compared to pLN‐iFRCs, which display more pro‐inflammatory properties.

**Figure 2:**
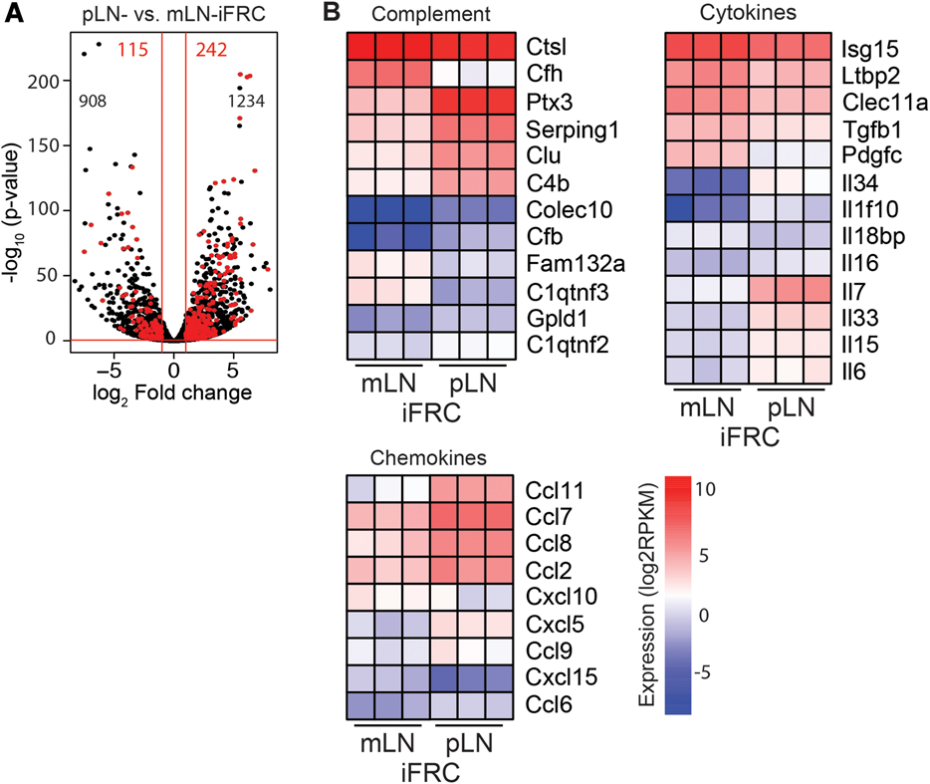
Differentially expressed soluble factors of mLN‐ and pLN‐iFRCs. RNA‐seq analysis was performed on mLN‐ and pLN‐iFRCs. Genes with |log_2_(FC)| ≥ 1 and *q*‐value ≤ 0.05 were considered differentially expressed. (A) Volcano plot represents a total of 14 919 transcripts. Black numbers indicate genes encoding non‐secreted molecules being up‐ (left) and downregulated (right) in mLN‐iFRCs as compared to pLN‐iFRCs. Significantly up‐ and downregulated secreted‐molecule encoding genes of mLN‐iFRCs compared to pLN‐iFRCs are highlighted in red. (B) Heatmaps represent groups of secreted protein‐encoding differentially expressed genes of mLN‐ and pLN‐iFRCs. Color‐coding is based on RPKM normalized count values. Data from a single experiment with cells from three independent cultures of mLN‐ and pLN‐iFRCs are depicted. FC, fold change; RPKM, reads per kilobase maximal transcript length per million mapped reads.

### Superior Treg‐inducing capacity of mLN‐iFRCs is largely mediated by TGF‐β

Since the RNA‐seq analysis revealed an increased expression of *Tgfb1* in mLN‐iFRCs compared to pLN‐iFRCs (Fig. 2B), we next asked whether this key anti‐inflammatory cytokine, which has been reported to be instrumental for de novo Treg induction 31, 32, is responsible for the superior Treg‐inducing capacity of mLN‐iFRCs. 

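Tgfb1 (ENSMUSG00000002603) lies on chromosome 7 of GRCm38 from 25687002 to 25705077. Its expression was 15.3 ± 1.98 RPKM (SD, n = 3 cultures) in mLN-iFRCs and 5.55 ± 0.881 RPKM (SD, n = 3) in pLN-iFRCs. The log2 fold change was -1.43 (standard error 0.17, adjusted p = 6.15e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every mLN-iFRC culture was above every pLN-iFRC culture. With each library left out in turn the log2 fold change stayed between -1.54 and -1.30, the latter without mLN-iFRC culture 3. The test against a log2 fold change of 1 (edgeR's glmTreat) gave an adjusted p of 0.0496, the highest in a range that began at 2.45e-12 over the settings. Of the other TGF-β genes, Tgfb3 was more abundant, with 53.3 ± 5.41 RPKM in mLN-iFRCs and 27.5 ± 3.11 RPKM in pLN-iFRCs (SD, n = 3 each). Its log2 fold change of -0.91 (standard error 0.15, edgeR adjusted p = 0.00257) was below the threshold on fold change. Tgfb2 was 0.49 (standard error 0.15, edgeR adjusted p = 0.0451), higher in pLN-iFRCs. Tgfb3 and Tgfb2 each overlap a gene annotated on the opposite strand. From the difference in Tgfb1 the paper reasons that the cytokine is a candidate for the Treg-inducing capacity of mLN-iFRCs, which it then tests at the protein level and with neutralizing antibodies.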

First, we investigated whether differential expression of *Tgfb1* is translated to protein level, and measured TGF‐β1 levels in mLN‐ and pLN‐iFRC‐derived SNs. According to our expectations, TGF‐β1 levels were significantly higher in SN of mLN‐iFRCs as compared to SN collected from pLN‐iFRCs (Fig. 3A). To unravel whether the superior Treg‐inducing capacity of mLN‐iFRCs is a consequence of higher TGF‐β1 expression, neutralizing antibodies directed against TGF‐β1,2,3 were added to de novo Treg induction cultures. Exogenous TGF‐β1 was used as positive control, and its Treg‐inducing capacity could be dose‐dependently inhibited by addition of neutralizing antibodies (data not shown). When naïve CD4^+^ T cells were cultured with either mLN‐iFRCs or mLN‐iFRC‐derived SN, addition of neutralizing TGF‐β1,2,3‐specific antibodies resulted in a substantial reduction of the frequency of de novo induced Foxp3^+^ Tregs (Fig. 3B and C), albeit not reaching statistical significance. Additionally, RNA‐seq analysis revealed significantly elevated expression of *Itgb8* (integrin* *β_8_) in mLN‐iFRCs as compared to pLN‐iFRCs (log2FC ‐2.22, adjusted *p*‐value  < 0.0001, Supporting Information Fig. 2), providing a possible mechanism of processing iFRC‐derived TGF‐β1 33, 34, 35. Collectively, our data suggest that TGF‐β is a major mediator of the superior Treg‐inducing properties of mLN‐iFRCs, which furthermore display elevated expression levels of the TGF‐β‐activating integrin* *β_8_.

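Itgb8 (ENSMUSG00000025321), which encodes integrin β8, lies on chromosome 12 of GRCm38 from 119158022 to 119238802. It had 540, 708 and 175 reads in mLN-iFRC cultures 1 to 3 and 67, 96 and 167 reads in pLN-iFRC cultures 1 to 3. Normalized for library size by edgeR, this was 17.2 ± 7.18 CPM (SD, n = 3) in mLN-iFRCs and 3.41 ± 0.778 CPM (SD, n = 3) in pLN-iFRCs, so the mLN-iFRC cultures varied more, with culture 3 at 8.90. The log2 fold change was -2.33 (standard error 0.36, adjusted p = 0.00202 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without mLN-iFRC culture 3 it was -2.64, the largest of the fits that each left out one library, and the smallest was -2.13. On the log2(RPKM + 1) scale, which understates changes of low genes, limma gave -1.02. With the cell cycle score of the libraries as a covariate, a setting chosen after seeing the data, the estimate was -2.37 with an edgeR adjusted p of 0.0992, past the threshold no longer, against 1.27e-09 to 0.0150 over the other settings. The αv chain with which β8 pairs, Itgav, showed no detectable difference (log2 fold change -0.04, standard error 0.24, edgeR adjusted p = 0.918), and it overlaps Gm13684 on the opposite strand.

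**Figure D1:**
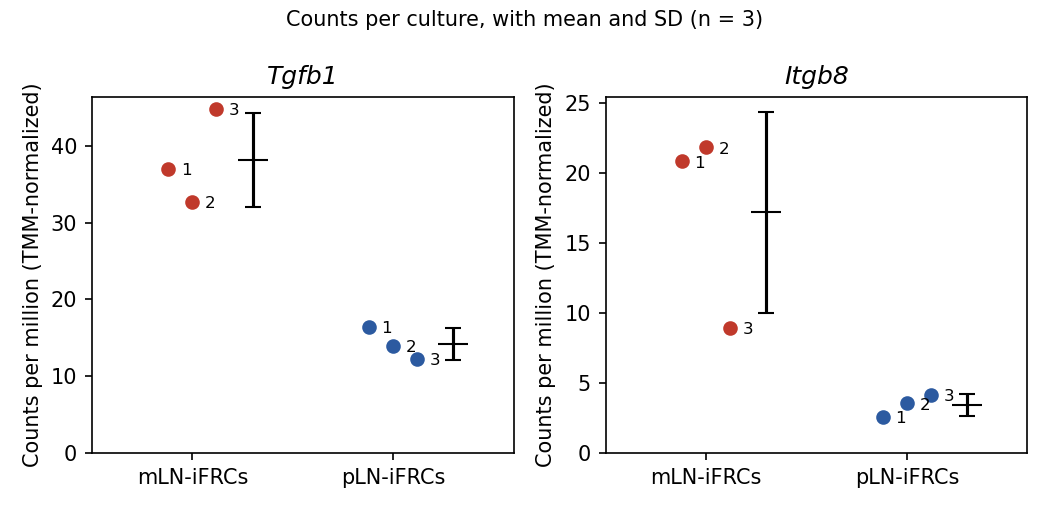
TMM-normalized CPM of Tgfb1 (left) and Itgb8 (right) in each culture of mLN-iFRCs (red) and pLN-iFRCs (blue), numbered by culture, with the mean and SD of 3 cultures in black. Every mLN-iFRC culture lies above every pLN-iFRC culture for both genes, and mLN-iFRC culture 3 is the highest for Tgfb1, at 44.8, and the lowest of its line for Itgb8, at 8.90.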

**Figure 3:**
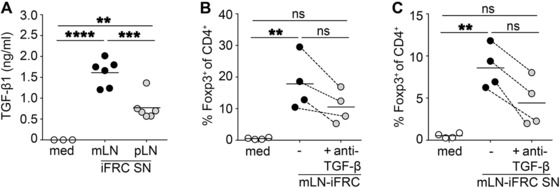
TGF‐β is a major Treg‐inducing factor of mLN‐iFRCs. (A) TGF‐β1 concentration was determined in SN of mLN‐ and pLN‐iFRCs by ELISA. Scatterplot depicts means of technical replicates pooled from two independent experiments with three independent cultures of mLN‐ and pLN‐iFRCs per experiment. Lines represent mean of depicted dots within respective groups. (B, C) CTV‐labeled naïve CD4^+^ T cells from Foxp3^hCD2^xRag2^‐/‐^xDO11.10 mice were added to mLN‐iFRCs (B) or mLN‐iFRC‐derived SNs (C) in presence of IL‐2 and anti‐CD3/CD28 Dynabeads. In part of the cultures, neutralizing antibodies directed against TGF‐β1,2,3 were added. Four days later, the frequency of de novo induced Foxp3^+^ cells among CD4^+^ T cells was determined by flow cytometry. Each dot within scatterplot depicts mean of technical replicates, and dotted lines connect corresponding mean values from the four independently performed experiments. Each line represents mean of depicted dots within respective groups. *p*‐values were calculated using one‐way ANOVA followed by Bonferroni's post‐test. ns, not significant; **p < 0.01; ***p < 0.001; ****p < 0.0001. med, medium.

### mLN‐iFRC‐derived MVs are conveyors of TGF‐β

As mLN‐iFRCs release increased amounts of TGF‐β1 when compared to pLN‐iFRCs, we next asked whether TGF‐β1 is associated with iFRC‐derived EVs. Using field emission scanning electron microscopy, we observed that both mLN‐ and pLN‐iFRCs can release EVs at comparable level (Fig. 4A). Similarly, we showed secretion of EVs by FRCs ex vivo isolated from mLN and pLN (Supporting Information Fig. 3A), proving that EV release is a general property of FRCs, not affected by immortalization. Presence of EVs in the pellet of iFRC‐derived SN was confirmed by transmission electron microscopy, showing an average size of 100–400 nm in diameter (Fig. 4B), corresponding to the size range of MVs 18. Next, we determined the size distribution of EVs isolated from mLN‐ and pLN‐iFRC‐derived SN by tunable resistive pulse sensing (TRPS) analysis, and confirmed that both are in the size range of MVs with a diameter of 100–1000 nm (Supporting Information Fig. 3B). Flow cytometric analysis revealed substantial expression of EV markers such as annexin* *V and CD63 on both mLN‐ and pLN‐iFRC‐derived MVs, whereas expression of CD9 and gp38 was rather low (Supporting Information Fig. 3C and data not shown). CD40, which fine‐tunes CD4^+^ **T* *cell responses 36 and is often found on MVs 37, showed similar expression levels on mLN‐ and pLN‐iFRC‐derived MVs (Supporting Information Fig. 3C). After confirming that mLN‐ and pLN iFRC‐derived vesicle samples truly contain MVs, we added them to de novo Treg induction cultures. A significantly increased frequency of de novo induced Foxp3^+^ Tregs was observed in cultures where mLN‐iFRC‐derived MVs were added when compared to cultures receiving pLN‐iFRC‐derived MVs (Fig. 5A and B), suggesting that iFRC‐released MVs are involved in intercellular communication between LN stromal cells and CD4^+^ T cells.

**Figure 4:**
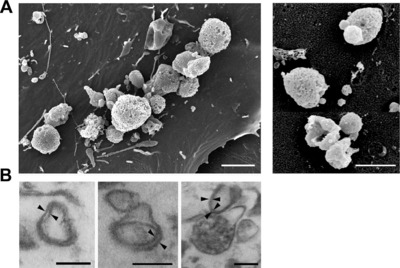
iFRCs secrete subcellular structures, corresponding to the size‐range of MVs. (A) iFRCs were cultured for 24 h, directly fixed and prepared for field emission scanning electron microscopy. mLN‐ (left, scale bar 2 μm) and pLN‐iFRC‐derived MVs (right, scale bar 1 μm) are depicted. Representative pictures are shown from three independent experiments. (B) For transmission electron microscopy analysis, MVs were isolated from SN of mLN‐iFRCs by differential centrifugation and gravity‐driven filtration. Pellets were fixed after washing and prepared for analysis. Length of scale bars corresponds to 200 nm. Black arrows indicate lipid bilayer structure of vesicles. Representative pictures are shown from the single experiment performed.

**Figure 5:**
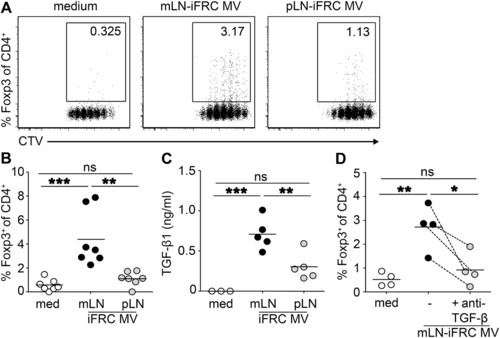
MV‐associated TGF‐β is responsible for the tolerogenic phenotype of mLN‐iFRCs. MVs were isolated from SN of mLN‐ and pLN‐iFRCs by differential centrifugation and gravity‐driven filtration. (A, B) CTV‐labeled naïve CD4^+^ T cells from Foxp3^hCD2^xRag2^‐/‐^xDO11.10 mice were cultured in presence of IL‐2, anti‐CD3/CD28 Dynabeads, and in part of the cultures MVs derived from either mLN‐ or pLN‐iFRCs were added. Four days later, the frequency of de novo induced Foxp3^+^ cells and CD4^+^ T cell proliferation was determined by flow cytometry, as shown in representative dot plots (A). Numbers in gates indicate frequencies. (B) Each dot within scatterplot depicts mean of technical replicates, and each line represents mean of depicted dots within respective groups. Data were pooled from seven independent experiments with single cultures of mLN‐ and pLN‐iFRCs per experiment; *p*‐values were calculated using one‐way ANOVA followed by Bonferroni's post‐test. ns, not significant; **p < 0.01; ***p < 0.001. (C) TGF‐β1 concentration in MVs of mLN‐ and pLN‐iFRCs was determined by ELISA. Each dot within scatterplot depicts mean of technical replicates, and lines represent mean of depicted dots within respective groups. Data were pooled from five independent experiments; *p*‐values were calculated using one‐way ANOVA followed by Bonferroni's post‐test. ns, not significant; **p < 0.01; ***p < 0.001. (D) Naïve T cells were stimulated as described above. In part of the cultures, neutralizing antibodies directed against TGF‐β1,2,3 were added. Each dot within scatterplot depicts mean of technical replicates, and dotted lines connect corresponding mean values from the four independently performed experiments. Each line represents mean of depicted dots within respective groups. *p*‐values were calculated using one‐way ANOVA followed by Bonferroni's post‐test. ns, not significant; *p < 0.05; **p < 0.01. med, medium.

To assess the amount of TGF‐β associated with mLN‐ and pLN‐iFRC‐derived MVs, the concentration in isolated MV preparations was determined. MVs isolated from mLN‐iFRCs carried significantly higher TGF‐β1 levels as compared to MVs of pLN‐iFRCs (Fig. 5C), however the assay did not allow discriminating between intravesicular or surface‐bound TGF‐β. Finally, we tested the functional importance of high TGF‐β content in mLN‐iFRC‐derived MV preparations. Addition of neutralizing antibodies directed against TGF‐β1,2,3 to naïve CD4^+^ T cells cultured in presence of mLN‐iFRC‐derived MVs resulted in a significantly reduced frequency of de novo induced Foxp3^+^ Tregs (Fig. 5D). Taken together, our data reveal that TGF‐β is associated with MVs released by mLN‐iFRCs and promotes the superior Treg‐inducing capacity of mLN‐iFRCs.

## Discussion

Maintenance of intestinal homeostasis requires multiple layers of regulatory mechanisms. Accumulating evidence suggests a major contribution of Foxp3^+^ Tregs to mucosal tolerance 38, and recent publications reported a particularly efficient de novo Foxp3^+^ Treg induction in gut‐draining as compared to skin‐draining LNs 10, 12, 39. Emerging evidence indicates that the stromal compartment of gut‐draining LNs, with FRCs dominating in the T‐cell zone 40, accounts for the tolerogenic capacity of these LNs in a DC‐dependent and also ‐independent manner via direct interaction with T cells 12. However, the exact mechanism of how FRCs modulate Treg induction is unknown. Here, we provide evidence that FRCs can directly influence T cell differentiation and that mLN‐iFRCs have a superior Treg‐inducing capacity when compared to pLN‐iFRCs, mediated by cell‐derived MVs associated with TGF‐β. For the first time, this finding demonstrates an intercellular crosstalk between FRCs and T cells via MVs and reveals a novel mechanism of immune regulation taking place in gut‐draining LNs. However, it has to be mentioned that most experiments were performed with immortalized cells, making it necessary to confirm in vivo relevance using ex vivo isolated FRCs in future studies.

Several studies indicate a role of FRCs in immune tolerance, including FRC‐constrained expression of peripheral tissue antigens 41, 42, 43 and acquisition of peptide‐MHCII complexes from DCs via exosomes 44, finally resulting in an amelioration of effector T‐cell responses. In addition, FRCs can limit T‐cell responses via release of nitric oxide, produced by the inducible nitric oxide synthase enzyme, whose expression is increased under inflammatory conditions 45, 46. Additionally, IFN‐γ can also stimulate programmed death ligand‐1 and indoleamine 2,3‐dioxygenase expression of FRCs 45, 46, both affecting peripheral Treg induction. Furthermore, high expression levels of RALDH in mLN‐FRCs 14, 17, 47 and CD103^+^ DCs is responsible for shaping the tolerogenic microenvironment of gut‐draining mLNs.

To decipher molecular details of mucosal tolerance in context of LN stromal cells and better understand the dialogue between FRCs and Tregs, we generated immortalized stromal cell lines with differential Treg‐inducing capacity and analyzed expression of their secreted molecules. In line with the previously described imprinted tolerogenic phenotype of gut‐draining mLNs 12, several pro‐inflammatory mediators were downregulated in mLN‐iFRCs when compared to pLN‐iFRCs. Among the upregulated secreted molecules of mLN‐iFRCs, the cytokine‐like C‐type lectin *Clec11a* might contribute to the modulation of immune responses. This lectin functions as a growth factor, and acts synergistically with IL‐3, GM‐CSF and Flt3 ligand in driving DC development 48, suggesting a potential interaction between mLN‐FRCs and migratory DCs via Clec11a, finally shaping tolerogenic DC functions and establishing mucosal tolerance. Moreover, the C1q/TNF‐related protein family member *C1qtnf3* and the adipolin *Fam132a*, both upregulated in mLN‐iFRCs compared to pLN‐iFRCs, have been reported to confer anti‐inflammatory activities 49, 50, 51, and thus further support the tolerogenic phenotype of mLN‐iFRCs. 

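Clec11a (ENSMUSG00000004473) lies on chromosome 7 of GRCm38 from 44302687 to 44306902. It was expressed at 53.2 ± 5.69 RPKM (SD, n = 3 cultures) in mLN-iFRCs and at 13.5 ± 1.28 RPKM (SD, n = 3) in pLN-iFRCs. The log2 fold change was -1.93 (standard error 0.13, adjusted p = 3.42e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the fit without one library that moved it furthest towards 0 gave -1.84.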

Upregulated expression of *Pdgfc* in mLN‐iFRCs could also be related to tolerogenic mechanisms, as *Pdgfc* has been recently described to favor Treg induction indirectly via DC modulation 52.

Interestingly, RNA‐seq analysis of the stromal cell lines also revealed an upregulation of *Tgfb1* in mLN‐iFRCs when compared to pLN‐iFRCs. This observation fits to the previously described microarray data analyzing ex vivo isolated FRCs, where *Tgfb1* expression was upregulated in mLN‐FRCs compared to pLN‐FRCs 47. On the other hand, previous results showed that exogenous TGF‐β does not affect the in vitro Treg‐inducing capacity of ex vivo stromal* *cells 12. However, these in vitro cultures of unsorted LN stromal* *cells most probably contained a mixture of FRCs, lymphatic endothelial cells, blood endothelial cells, and double negative stromal* *cells. This could easily blur gene expression in FRCs, and consequently did not provide proper information about the direct mechanism of FRC‐driven Treg induction. Since TGF‐β plays a pivotal role in peripheral generation and expansion of Foxp3^+^ Tregs 32, 53, we aimed to clarify whether release of TGF‐β1 is responsible for the tolerogenic phenotype of mLN‐FRCs. In line with results of the RNA‐seq analysis, TGF‐β1 concentration in SN of mLN‐iFRCs was significantly higher as compared to SN of pLN‐iFRCs. Moreover, the superior Treg‐inducing capacity of both mLN‐iFRCs and mLN‐iFRC‐derived SNs was significantly reduced by the highest concentration of TGF‐β neutralizing antibodies. Therefore, these findings suggest that the capacity of mLN‐FRCs to secrete high amounts of the anti‐inflammatory cytokine TGF‐β is critically contributing to the stromal cell‐driven efficient Treg induction.

Recent advances revealed the molecular composition of EVs, and their ability to horizontally transfer biologically active molecules 18, 26, 28. Therefore, we assumed that TGF‐β is not simply cytokine secreted by iFRCs, but this anti‐inflammatory cytokine is associated with stromal cell‐derived EVs. To date, several vesicle‐associated cytokines, such as IL‐1α, IL‐1β, IL‐6, IL‐18, IL‐32 and TNF‐α 25 have been described. TGF‐β is also associated with thymocyte‐ and tumor‐derived EVs and involved in Treg induction 24, 54, 55. Furthermore, DC‐derived exosomes were shown to transfer MHCII molecules to LN‐resident stromal cells, thereby inducing CD4^+^ T cell‐mediated tolerance 44, 46, and apoptotic neutrophil‐derived EVs were recently reported to possess suppressive capacity on human T cells 56. Thus, we raised the question whether FRCs can release EVs and whether mLN stromal cell‐induced tolerance can be attributed to these subcellular structures. Accordingly, we here showed for the first time that both mLN‐ and pLN‐iFRCs release MVs, similar to ex vivo FRCs. Moreover, mLN‐iFRC‐derived MVs have a profound Treg‐inducing capacity as compared to vesicles isolated from pLN‐iFRCs due to vesicle‐associated TGF‐β.

Since TGF‐β is produced as an inactive complex, it is critical to understand how FRC‐derived TGF‐β is activated. We found an elevated expression of *Itgb8* in mLN‐iFRCs as compared to pLN‐iFRCs, suggesting that similar to intestinal DCs and Tregs 33, 34, 35 iFRCs can activate TGF‐β in an integrin* *β_8_‐dependent manner. This observation is in line to previous findings from ex vivo mLN and pLN stromal* *cells 12. In addition, MVs are known to carry molecules of donor origin 18, making it likely that mLN‐iFRC‐derived MVs carry integrin β_8_ and contribute to TGF‐β activation when CD4^+^ naïve T cells were cultured with iFRC‐derived MVs only. Finally, it is also conceivable that de novo induced Tregs represent a second line of TGF‐β activation due to their expression of *Itgb8* 34.

Taken together, iFRCs originating from gut‐draining mLNs harbor a superior Treg‐inducing ability as compared to iFRCs derived from skin‐draining pLNs. These cell lines provide a unique tool to investigate intercellular communication networks between FRCs and immune cell compartments. Moreover, our study provided first insights into molecular details of the direct dialogue between FRCs and differentiating T cells. We emphasized the importance of FRC‐derived TGF‐β for de novo Treg induction, and its horizontal transfer via iFRC‐derived vesicles. Efforts to understand novel ways of intercellular communication in addition to the known pathways including cell‐cell contact or soluble mediators could provide avenues for future development of novel vaccination approaches and therapies to treat autoimmune disorders.

## Materials and methods

### Mouse strains

Foxp3^hCD2^xRag2^‐/‐^xDO11.10 (BALB/c) and wild‐type BALB/c mice were bred and housed under specific pathogen‐free conditions at Helmholtz Centre for Infection Research (Braunschweig, Germany). Gender‐ and age‐matched mice were used in all experiments. Mice were housed and handled with appropriate care and welfare in accordance with good animal practice as defined by FELASA and national animal welfare body GV‐SOLAS under supervision of the institutional animal welfare officer. All efforts were made to minimize suffering.

### Flow cytometry

Fluorochrome‐conjugated anti‐hCD2 (TS1/8), anti‐CD4 (RM4‐5), anti‐CD9 (MZ3), anti‐CD24 (M1/69), anti‐CD25 (7D4), anti‐CD31 (390), anti‐CD40 (1C10), anti‐CD45 (30‐F11), anti‐CD45.2 (104), anti‐CD63 (NVG‐2) and anti‐gp38 (8.1.1) antibodies were purchased from eBioscience, BioLegend and BD. Dead cells were excluded utilizing LIVE/DEAD Fixable Blue Dead Cell Stain (Thermo Fisher Scientific) and scatter properties. Cells were analyzed on LSR Fortessa with Diva software v8.0.1 (BD), and data analysis was performed with FlowJo software v9.9.3 (TreeStar).

### Immortalized stromal cell lines

FRCs were isolated ex vivo from pLNs and mLNs of BALB/c mice as described previously 57. In brief, LNs were digested in RPMI 1640‐medium (Thermo Fisher Scientific) supplemented with 0.2 mg/ml collagenase P, 0.15 U/mL dispase and 0.2 mg/ml DNase I (all purchased from Roche) and subsequently kept at 4°C in PBS containing 0.2% BSA and 5 mM EDTA (Sigma‐Aldrich). Hematopoietic cells were stained with anti‐CD45‐APC antibody, followed by labeling with anti‐APC MicroBeads and enrichment of CD45^‐^ cells using the autoMACS separation system (Miltenyi Biotec). Subsequently, CD45^‐^CD24^‐^CD31^‐^gp38^+^ FRCs were sorted on FACSAriaII (100 μm nozzle, purity > 91–97%). 2 × 10^4^ FRCs were plated on 24‐well plates (Thermo Fisher Scientific) coated with 0.05 mg/mL fibronectin (Roche). Immortalization was performed via lentiviral transduction of a Tet‐inducible SV40 T‐antigen as described previously 30, 58. After 48 h transfection, cells were selected for resistance against 0.4 mg/ml G418 (Thermo Fisher Scientific). For cell expansion, proliferation of mLN‐ and pLN‐iFRCs was induced by addition of 2 μg/mL doxycyclin (AppliChem), and proliferation of iFRCs was stopped in all experimental conditions via doxycyclin removal. Three independently generated pairs of mLN‐ and pLN‐iFRC cell lines were tested for Treg induction, and any pLN‐iFRC line harbored a remarkable Treg‐inducing capacity. Among mLN‐iFRCs, the cell line most closely resembling the differential Treg inducing‐capacity of ex vivo stromal cells 12, was chosen for all further analyses and paired with one pLN‐iFRC line.

### SN harvesting and MV isolation from iFRCs

iFRC‐derived SNs and MVs were isolated based on previously described protocols 18, 26. Briefly, mLN‐ and pLN‐iFRCs were cultured for 48 hours in a 6‐well plate (3.5 × 10^5^ cells per well in 1.5 mL chemically defined serum‐free hematopoietic cell medium X‐VIVO, Lonza). Conditioned medium was collected, and remaining cells or cell debris were removed via two sequential centrifugation steps (450 × *g*, 8 min) followed by filtration via 5 μm filters (Merck Millipore). Part of this filtered medium was kept as SN and either applied immediately for Treg induction assays or stored at −80°C for TGF‐β1 ELISA. From the remaining part, apoptotic bodies were pelleted by centrifugation (2000 × *g*, 20 min) followed by filtration via 0.8 μm filters (Sigma‐Aldrich). From the apoptotic body‐free SN, MVs were pelleted by centrifugation (20 500 × *g*, 60 min), and washed to remove excessive soluble factors of the SN. For Treg induction assays, MVs were collected in X‐VIVO and applied immediately. In general, MVs isolated from pooled SN of a complete 6‐well plate were resuspended in 600–900 μL X‐VIVO. For TGF‐β1 ELISA, MVs were resuspended in sterile distilled water and stored at −80°C.

### In vitro Treg induction

For de novo Treg induction in presence of iFRCs, 3 × 10^4^ mLN‐ or pLN‐iFRCs were plated into each well of a 96‐well plate in 150 μL X‐VIVO and cultured overnight. Naïve CD4^+^ T cells were enriched from secondary lymphoid organs of Foxp3^hCD2^xRag2^‐/‐^xDO11.10 mice using CD4 (L3T4) MicroBeads and autoMACS separation. 10^5^ naïve CD4^+^ T cells labeled with proliferation dye Cell Trace Violet (CTV, ThermoFisher Scientific) were added to iFRCs in 50 μL X‐VIVO containing 10 ng/mL IL‐2 and 0.5 × 10^5^ Dynabeads mouse T activator CD3/CD28 (Thermo Fisher Scientific). Cells were co‐cultured for 4 days, and frequency of Foxp3^+^ cells and degree of T‐cell proliferation was determined by flow cytometry. For de novo Treg induction in presence of iFRC‐derived SNs or MVs, SNs and MVs were always freshly generated. 150 μL SN or 150 μL MVs were added to 10^5^ naïve CD4^+^ T cells isolated and labeled as described above. For blocking experiments, indicated concentrations of neutralizing antibodies directed against TGF‐β1,2,3 (1D11) (R&D Systems) or isotype antibodies (IgG1) (BioXCell) were added. Cells were stimulated, cultured and analyzed as described above.

### RNA‐seq analysis

Total RNA was isolated from mLN‐ and pLN‐iFRCs using the AllPrep DNA/RNA kit (Qiagen). Agilent Technologies 2100 Bioanalyzer was used to confirm quality and integrity of total RNA. Poly A‐containing mRNA was purified via poly T oligo‐attached magnetic beads (Illumina). The mRNA was subsequently subjected to library preparation using Script Seq v2 Library preparation kit (Illumina). Deep sequencing was performed on Illumina HiSeq2500 using 50 bp single reads. The FastQC tool was used to assess sequenced libraries for read quality, which were then aligned versus the mouse reference genome (assembly: GRCm38) by using splice junction mapper Tophat2 v1.2.0 59 with default parameterization. The htseq‐count program was utilized to quantify reads aligned to annotated genes 60. Determined read counts served as input to DESeq2 61 for pairwise detection and quantification of differential gene expression. Only genes with annotated official *Gene Symbol* were included into heatmaps. From the raw read counts RPKM (reads per kilobase maximal transcript length per million mapped reads) values were computed for each library. The Gene Expression Omnibus (GEO) accession number for RNA‐seq data reported in this paper is GSE93670.

### TGF‐β ELISA

TGF‐β1 concentration in SN and MV samples of mLN‐ and pLN‐iFRCs was determined by the Mouse TGF‐beta 1 Quantikine ELISA Kit (R&D) according to manufacturer`s instructions. Both SN and MV samples were stored at −80°C prior use and 50 μL per sample were applied. Absorbance was measured at 450/540 nm on Infinite 200 microtiter plate reader (Tecan).

### Field emission scanning electron microscopy (FESEM)

To characterize vesicles released by iFRCs or ex vivo isolated FRCs, cells were cultured in X‐VIVO for 24 h and directly fixed in cultures plates with 5% formaldehyde and 2% glutaraldehyde in HEPES buffer (0.1 M HEPES, 10 mM CaCl_2_, 10 mM MgCl_2_ and 0.09 M sucrose, pH 6.9) overnight at 7°C, washed with TE buffer (20 mM TRIS, 2 mM EDTA, pH 6.9), and then dehydrated in a graded series of acetone (10, 30, 50, 70, 90, 100%; 10 min on ice each step). Samples in the 100% acetone step were allowed to reach room temperature before another change in 100% acetone. Samples were then subjected to critical‐point drying with liquid CO_2_ (CPD 300, Leica). Dried samples were covered with a gold‐palladium film by sputter coating (SCD 500 Bal‐Tec) before examination in a field emission scanning electron microscope Zeiss Merlin using the Everhart‐Thornley SE‐detector and the Inlens SE‐detector in a 25:75 ratio with an acceleration voltage of 5 kV. Contrast and brightness were adjusted with Adobe Photoshop CS5.

### Ultrathin sections and transmission electron microscopy

To confirm the presence of vesicular structures in the iFRC MV samples, MVs were isolated as described above followed by an additional washing step in 100 mM HEPES buffer. Supernatants were carefully removed and pellets were fixed with 1% glutaraldehyde in HEPES buffer, washed twice with buffer and treated with1% aqueous osmium in 0.08 M cacodylate buffer for 1.5 h at room temperature. Samples were immobilized in 1.5% agar and dehydrated with a graded series of acetone (10, 30, 50, 70, 90 and 100%; 30 min each step). Samples were left overnight in 2% uranyl acetate in the 70% acetone step at 7°C. Samples were then infiltrated with an epoxy resin (Agar Low Viscosity Resin, hard formula, Agar Scientific). Ultrathin sections were cut with a diamondknife, picked up with butvar‐coated 300 mesh grids, and counterstained with 4% aqueous uranyl acetate. Samples were examined in a TEM910 transmission electron microscope (Carl‐Zeiss) at an acceleration voltage of 80 kV. Images were taken at calibrated magnifications using a line replica. Images were recorded digitally with a Slow‐Scan CCD‐Camera (1024 × 1024, ProScan) with ITEM‐Software (Olympus Soft Imaging Solutions). Contrast and brightness were adjusted with Adobe Photoshop CS5.

### Tunable resistive pulse sensing (TRPS)

MVs were isolated from mLN‐ and pLN‐iFRCs as described above, followed by TRPS analysis using qNano instrument (IZON Sciences Ltd.) as described previously 62. Carboxylated polystyrene particle standards were used to determine the vesicle size. Main characteristics of calibration particles and TRPS measurement are summarized in Supporting Information Table 2. Dilution of samples varied between 10 and 40 times. We counted at least 500 events/sample. Izon Control Suite software (v3.1, Izon Science) enabled to convert number and magnitude of measured pore blockades to particle diameter and concentration.

### Flow cytometric analysis of iFRC‐derived MVs

MV samples isolated from mLN‐ and pLN‐iFRCs were isolated as described above and resuspended in PBS, followed by conjugation to aldehyde/sulfate latex beads (Life Technologies), blocking with 100 mmol/L glycine and 1 w/v % bovine serum albumin (BSA) in PBS at room temperature. After centrifugation (1000 × *g*, 10 min), the pellet was resuspended in PBS or annexin V binding buffer (10 mM HEPES/NaOH, 140 mM NaCl, 2.5 mM CaCl_2_ pH 7.4) and incubated with annexin V‐FITC (BioLegend) or antibodies at room temperature for 30 min, followed by an additional washing step at 1000 × *g* for 10 min. Threshold of negative staining was obtained with BSA‐coated beads incubated with annexin V‐FITC or respective antibodies.

### Statistical analysis

Group sizes were estimated according to a presumed standard deviation (SD) and an expected type I error of <0.05. The sample size was adjusted, if required, based on initial results. The comparison of more than two groups was performed by one‐way ANOVA followed by Bonferroni's post‐test. All data are presented as mean or mean ± SD, and *p*‐values < 0.05 are considered as significant (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001). Prism software (GraphPad) was applied for statistical analyses and heatmaps were generated with the R package pheatmap.

## Conflict of interest

The authors declare no commercial or financial conflict of interest.

**Abbreviations**
DC: dendritic cells
EV: extracellular vesicles
FRC: fibroblastic reticular cells
iFRC: immortalized fibroblastic reticular cells
mLN: mesenteric lymph nodes
MV: microvesicles
pLN: peripheral lymph nodes
Treg: regulatory T cells
SN: supernatant

## Supporting information

Peer review correspondence Click here for additional data file.

Supplementary Table 1 Click here for additional data file.

**Supplementary Table 2**. Main characteristics of the tunable resistive pulse sensing (TRPS) measurement and calibration particles. MVs were isolated from mLN‐ and pLN‐iFRCs as described before, followed by TRPS analysis using qNano instrument (IZON Sciences Ltd.). Characteristics of the carboxylated polystyrene particles (all from IZON) are summarized. During the measurements, the stretch of the TRPS nanopore and the applied voltage remained the same, thus keeping the measurements within the optimal range. Click here for additional data file.

**Supporting Information Fig. 1**. Gating strategy used to determine Treg‐inducing capacity of mLN‐ or pLN‐iFRCs. CTV‐labeled naïve CD4+ T cells from Foxp3hCD2xRag2‐/‐xDO11.10 mice were in vitro cultured with iFRCs in the presence of IL‐2 and anti‐CD3/CD28 Dynabeads. Four days later, cells were analyzed by flow cytometry. After gating on lymphocytes (left, upper row), and excluding douplets (middle and right, upper row), living and proliferating CD4+ T cells (left and middle of lower row, respectively) were further analyzed. The frequency of de novo induced Foxp3+ cells among proliferating CD4+ T cells was determined (right, lower row), as shown in representative dot plots. Numbers in gates indicate frequencies. The same gating strategy was used for all Treg‐induction assays throughout the study. CTV, Cell Trace Violet; LD, LIVE/DEAD Fixable Blue Dead Cell Stain.
**Supporting Information Fig. 2**. Differential expression of *Itgb8* in mLN‐ and pLN‐iFRCs. RNA‐seq analysis was performed on mLN‐ and pLN‐iFRCs. Genes with |log2 (FC)| ≥ 1 and q value ≤ 0.05 were considered differentially expressed. Heatmap represents the differential expression of *Itgb8* in mLN‐ and pLN‐iFRCs. Color coding is based on RPKM normalized count values. Data from three independent cultures of mLN‐ and pLN‐iFRCs are depicted. FC, fold change; RPKM, reads per kilobase maximal transcript length per million mapped reads.
**Supporting Information Fig. 3**. Characterization of mLN‐ and pLN‐iFRC‐derived MVs. (A) FRCs were isolated ex vivo from pLN and mLN of BALB/c mice by enzymatic digestion and directly FACS sorted onto fibronectin‐coated chamber slides. After culturing for 24 hours, FRCs were directly fixed and prepared for field emission scanning electron microscopy. Ex vivo mLN‐ (left) and pLN‐ (right) FRC‐derived MVs are depicted. Scale bars correspond to 2 μm. (B, C) MVs were isolated from 24h SN of mLNand pLN‐iFRCs via differential centrifugation and gravity‐driven filtration. (B) The size distribution of mLN‐ and pLN‐iFRC MVs was determined by tunable resistive pulse sensing analysis. Representative graph is shown from the measurement with the NP400 nanopore membrane of a single experiment. (C) After coupling mLN‐ (upper row) and pLN‐ (lower row) iFRC MVs to aldehyde/sulphate latex beads and blocking the remaining binding capacity with BSA, beads were incubated with antibodies against EV‐specific markers and analyzed by flow cytometry. Numbers indicate geometric mean of labeled MV‐coated beads (black) compared to BSA‐coated control beads incubated with the respective antibodies (grey). Click here for additional data file.

# Supplementary material for: Mesenteric lymph node stromal cell‐derived extracellular vesicles contribute to peripheral de novo induction of Foxp3+ regulatory T cells
**Source:** Eur J Immunol. 2017 Sep 15;47(12):2142–52. doi: 10.1002/eji.201746960
**Supplement:** Supplementary file 3 — Supplementary Table 2. Main characteristics of the tunable resistive pulse sensing (TRPS) measurement and calibration particles. MVs were isolated from mLN‐ and pLN‐iFRCs as described before, followed by TRPS analysis using qNano instrument (IZON Sciences Ltd.). Characteristics of the carboxylated polystyrene particles (all from IZON) are summarized. During the measurements, the stretch of the TRPS nanopore and the applied voltage remained the same, thus keeping the measurements within the optimal range.

| Nanopore type | Calibration bead | Mean Diameter (nm) | Dilution factor | Particle Count | relative blockade magnitude (dI/I) | Average Current (nA) | Applied Stretch (mm) | Applied Voltage (V) | Pressure |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |  |
| NP200 | CPC100B (before measurement) | 110 | 1000 | 1078 | 0.10-0.13 | 87.81 | 45.71 | 0.34 | 10 |
|  | CPC200B (before measurement) | 210 | 1000 | 2113 | 0.18-0.25 | 97.62 |  |  |  |
|  | CPC200B (after measurement) | 210 | 1000 | 2103 | 0.18-0.25 | 84.08 |  |  |  |
|  | CPC400G (before measurement) | 340 | 750 | 1993 | 0.80-1.10 | 102.84 |  |  |  |
|  | CPC400G (after measurement) | 340 | 1000 | 2315 | 0.80-1.10 | 91.91 |  |  |  |
| NP400 | CPC400G (before measurement) | 340 | 2000 | 1057 | 0.10-0.25 | 119.94 | 45.73 | 0.30 | 10 |
|  | CPC400G (after measurement) | 340 | 4000 | 1581 | 0.10-0.25 | 102.14 |  |  |  |
|  | CPC800E (before measurement) | 710 | 1000 | 675 | 1.00-2.00 | 112.01 |  |  |  |

**Supplementary Table 2.** Main characteristics of the tunable resistive pulse sensing (TRPS) measurement and calibration particles. MVs were isolated from mLN- and pLN‑iFRCs as described before, followed by TRPS analysis using qNano instrument (IZON Sciences Ltd.). Characteristics of the carboxylated polystyrene particles (all from IZON) are summarized. During the measurements, the stretch of the TRPS nanopore and the applied voltage remained the same, thus keeping the measurements within the optimal range.

# Supplementary material for: Mesenteric lymph node stromal cell‐derived extracellular vesicles contribute to peripheral de novo induction of Foxp3+ regulatory T cells
**Source:** Eur J Immunol. 2017 Sep 15;47(12):2142–52. doi: 10.1002/eji.201746960
**Supplement:** Supplementary file 4 — Supporting Information Fig. 1. Gating strategy used to determine Treg‐inducing capacity of mLN‐ or pLN‐iFRCs. CTV‐labeled naïve CD4+ T cells from Foxp3hCD2xRag2‐/‐xDO11.10 mice were in vitro cultured with iFRCs in the presence of IL‐2 and anti‐CD3/CD28 Dynabeads. Four days later, cells were analyzed by flow cytometry. After gating on lymphocytes (left, upper row), and excluding douplets (middle and right, upper row), living and proliferating CD4+ T cells (left and middle of lower row, respectively) were further analyzed. The frequency of de novo induced Foxp3+ cells among proliferating CD4+ T cells was determined (right, lower row), as shown in representative dot plots. Numbers in gates indicate frequencies. The same gating strategy was used for all Treg‐induction assays throughout the study. CTV, Cell Trace Violet; LD, LIVE/DEAD Fixable Blue Dead Cell Stain. Supporting Information Fig. 2. Differential expression of Itgb8 in mLN‐ and pLN‐iFRCs. RNA‐seq analysis was performed on mLN‐ and pLN‐iFRCs. Genes with |log2 (FC)| ≥ 1 and q value ≤ 0.05 were considered differentially expressed. Heatmap represents the differential expression of Itgb8 in mLN‐ and pLN‐iFRCs. Color coding is based on RPKM normalized count values. Data from three independent cultures of mLN‐ and pLN‐iFRCs are depicted. FC, fold change; RPKM, reads per kilobase maximal transcript length per million mapped reads. Supporting Information Fig. 3. Characterization of mLN‐ and pLN‐iFRC‐derived MVs. (A) FRCs were isolated ex vivo from pLN and mLN of BALB/c mice by enzymatic digestion and directly FACS sorted onto fibronectin‐coated chamber slides. After culturing for 24 hours, FRCs were directly fixed and prepared for field emission scanning electron microscopy. Ex vivo mLN‐ (left) and pLN‐ (right) FRC‐derived MVs are depicted. Scale bars correspond to 2 μm. (B, C) MVs were isolated from 24h SN of mLNand pLN‐iFRCs via differential centrifugation and gravity‐driven filtration. (B) The size distribution of m

# European Journal of Immunology

## Supporting Information for

**DOI 10.1002/eji.201746960**

Maria Pasztoi, Joern Pezoldt, Michael Beckstette, Christoph Lipps, Dagmar Wirth,  
Manfred Rohde, Krisztina Paloczi, Edit Iren Buzas and Jochen Huehn

**Mesenteric lymph node stromal cell-derived extracellular vesicles contribute to  
peripheral de novo induction of Foxp3<sup>+</sup> regulatory T cells**

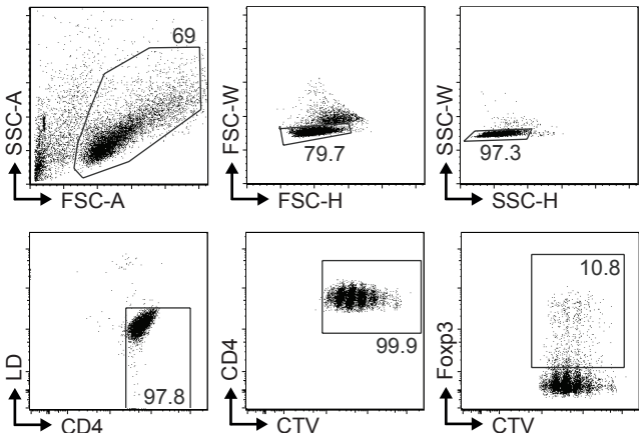

**Supplementary Figure 1.** Gating strategy used to determine Treg-inducing capacity of mLN- or pLN-iFRCs. CTV-labeled naïve CD4<sup>+</sup> T cells from Foxp3<sup>hCD2</sup>xRag2<sup>-/-</sup>xDO11.10 mice were *in vitro* cultured with iFRCs in the presence of IL-2 and anti-CD3/CD28 Dynabeads. Four days later, cells were analyzed by flow cytometry. After gating on lymphocytes (left, upper row), and excluding doublets (middle and right, upper row), living and proliferating CD4<sup>+</sup> T cells (left and middle of lower row, respectively) were further analyzed. The frequency of *de novo* induced Foxp3<sup>+</sup> cells among proliferating CD4<sup>+</sup> T cells was determined (right, lower row), as shown in representative dot plots. Numbers in gates indicate frequencies. The same gating strategy was used for all Treg-induction assays throughout the study. CTV, Cell Trace Violet; LD, LIVE/DEAD Fixable Blue Dead Cell Stain.

Expression (log2RPKM)

-1 -0.5 0 0.5 1

mLN pLN

iFRC

**Supplementary Figure 2.** Differential expression of *Itgb8* in mLN- and pLN-iFRCs. RNA-seq analysis was performed on mLN- and pLN-iFRCs. Genes with  $|\log_2(\text{FC})| \geq 1$  and  $q$  value  $\leq 0.05$  were considered differentially expressed. Heatmap represents the differential expression of *Itgb8* in mLN- and pLN-iFRCs. Color coding is based on RPKM normalized count values. Data from three independent cultures of mLN- and pLN-iFRCs are depicted. FC, fold change; RPKM, reads per kilobase maximal transcript length per million mapped reads.

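The heatmap colours one RPKM value per culture. In the deposited values, Itgb8 was at 2.18, 2.34 and 0.898 RPKM in mLN-iFRC cultures 1 to 3 and at 0.263, 0.354 and 0.414 RPKM in pLN-iFRC cultures 1 to 3. RPKM divides the reads of a gene by its transcript length and by the reads of the library, so these values compare cultures and genes of different length, but they do not carry the number of reads on which each rests.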

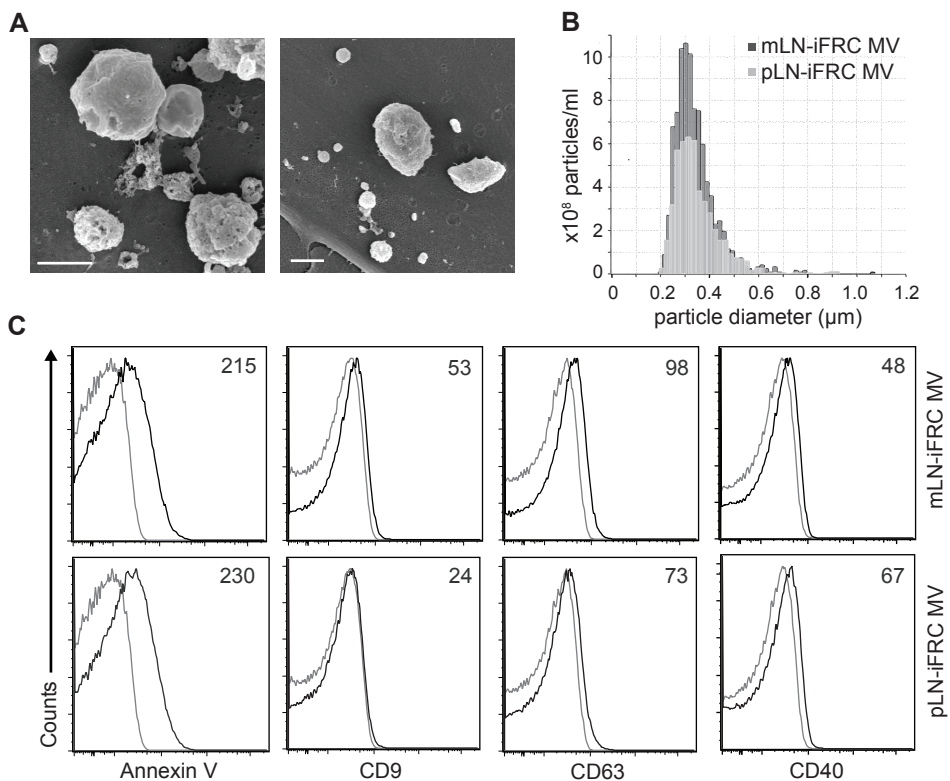

**Supplementary Figure 3.** Characterization of mLN- and pLN-iFRC-derived MVs. (A) FRCs were isolated *ex vivo* from pLN and mLN of BALB/c mice by enzymatic digestion and directly FACS sorted onto fibronectin-coated chamber slides. After culturing for 24 hours, FRCs were directly fixed and prepared for field emission scanning electron microscopy. *Ex vivo* mLN- (left) and pLN- (right) FRC-derived MVs are depicted. Scale bars correspond to 2  $\mu\text{m}$ . (B, C) MVs were isolated from 24h SN of mLN- and pLN-iFRCs via differential centrifugation and gravity-driven filtration. (B) The size distribution of mLN- and pLN-iFRC MVs was determined by tunable resistive pulse sensing analysis. Representative graph is shown from the measurement with the NP400 nanopore membrane of a single experiment. (C) After coupling mLN- (upper row) and pLN- (lower row) iFRC MVs to aldehyde/sulphate latex beads and blocking the remaining binding capacity with BSA, beads were incubated with antibodies against EV-specific markers and analyzed by flow cytometry. Numbers indicate geometric mean of labeled MV-coated beads (black) compared to BSA-coated control beads incubated with the respective antibodies (grey).

How the deposited data were processed for this re-analysis (not part of the article)

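RNA-seq libraries of 3 cultures of mLN-iFRCs and 3 cultures of pLN-iFRCs were used, mapped to line and culture number by their labels and the legend of Fig. 2. The cultures come from 1 mLN-iFRC line and 1 pLN-iFRC line, so the tests measure differences between 2 lines and not between lymph nodes.

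The authors sequenced single reads, aligned them to GRCm38 with Tophat2 and deposited, per library, the number of reads htseq-count assigned to each gene, without normalization. From these raw counts the authors computed RPKM with the maximal transcript length. The authors' deposited table of their DESeq2 comparison gives log2 fold changes, standard errors and adjusted p-values, and the same raw counts and RPKM values. The 6 columns of DESeq2-normalized values in it were not used. The paper's text names no annotation release, strand setting or overlap mode of htseq-count. Coordinates, gene types and overlaps were taken from the GENCODE M21 annotation of GRCm38, which holds 37607 of the 39179 listed genes. Overlaps were looked up for the genes named by rule and not for the Hox genes and cell type markers.

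The count files list 39179 genes and 92 spike-in sequences, which had 0 reads in all libraries. Reads outside genes (2.45% to 3.49% per library) and reads on more than 1 gene (2.64% to 2.96%) were kept out of library sizes and tests. So were alignments of reads that mapped to several places, 8300304 to 12798571 per library. These are alignments and not reads, and the percentages leave them out. Between 4.14% and 7.72% of the reads on genes were mitochondrial. Libraries held 19758490 to 41667870 reads on genes, and no pair of libraries differed by so little as to be 1 library listed again. At this depth a gene with up to 3 reads in every library of a line was treated as at the floor, and only a lower bound of its fold change is given.

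Raw counts were normalized by TMM in edgeR 4.0.16 (R 4.3.3), filtered with filterByExpr (13890 genes) and tested with the quasi-likelihood F test with Benjamini-Hochberg adjustment over the genes tested. The standard error of a log2 fold change was computed as the estimate divided by the square root of F. The thresholds were an absolute log2 fold change of 1 and an adjusted p of 0.05. Sets of genes were tested with limma 3.58.1's camera (preset correlation 0.01), adjusted over 8 lists, and the same test was run on the genes of each chromosome, over 20 chromosomes. The lists were chemokine ligands, interleukins, complement, TGF-beta response, interferon-stimulated, NF-kB targets, cell cycle and Hox genes. Fry and camera with an estimated correlation were run as well.

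The design, the gene lists and most alternatives were fixed before the data were examined. These alternatives were DESeq2's size factors or library totals in place of TMM, no filter (genes with at least 1 read, 22711) or at least 10 counts in every library, a block on culture number, each library left out in turn, DESeq2 1.42.0 with and without shrunken fold changes, edgeR's glmTreat, and limma on log2(RPKM + 0.1) and log2(RPKM + 1). After the data had been seen, a cell cycle score as a covariate and a correction for transcript length and GC content were added, and lists of mesothelial, epidermal, blood and endothelial, and fibroblast markers were written. Genes named in the text are those the paper names for these libraries, genes of short lists fixed in the same way (sex-linked genes, surface markers, vesicle markers, the TGF-β axis, retinaldehyde dehydrogenases and genes that restrain T cells), and the 5 genes with the largest change in each direction among those past both thresholds, with a mean count of at least 50 in the higher line and no overlap of normalized counts between the lines. Other genes are said to have been chosen after their values were seen. The values of 1 gene are not reported here.

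The code was tested on simulated counts with 200 genes changed by known fold changes. edgeR recovered 200 of the 200 with 0 false calls among 13717 genes tested, an easy test because all changes were large. DESeq2 with shrunken fold changes recovered 195 (13890 genes tested) and glmTreat 194 (13717 genes tested). Camera found the shifted set and the shifted chromosome and called 0 of 7 unchanged sets and 0 of 19 unchanged chromosomes. The genes were simulated independently of each other, so this does not test camera on members that vary together. The shift given to the chromosome was also larger than the median of 0.30 on chromosome 19 in the data. Some fits of the real data had been looked at before this test was written. All values given here come from the fits made after it. The UniProt list of secreted proteins was not analysed here, nor were the assays on supernatants, vesicles and T cells.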

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

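The tests of proliferation, of the culture numbers, of carried-over blood or endothelial cells, of low counts of Hox genes, of the parts of chromosomes and of correlated list members were chosen only after the result was seen. All patterns below lie outside what the paper discusses for these libraries, and each was found and tested on the same 6 libraries. They are hypotheses about 2 cell lines. Because 3 cultures against 3 allow 10 splits, no count of splits can fall below 1 in 10. All splits but the one by line have cultures of both lines on each side, so a difference between the lines is diluted in them.

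The 40 cell cycle genes had a median log2 fold change of -1.78, all 40 were higher in mLN-iFRCs, and 12 passed both thresholds (camera adjusted p = 8.25e-06, Benjamini-Hochberg over 8 lists). The paper states that proliferation was stopped in all experiments by removal of doxycycline. The score of each library, the mean centred log2 expression of the 40 genes, was 0.879, 1.64 and 0.540 in mLN-iFRC cultures 1 to 3 and 0.385, -1.80 and -1.65 in pLN-iFRC cultures 1 to 3. The lowest mLN-iFRC score exceeded the highest pLN-iFRC score by only 0.155, and the median was -3.07 without pLN-iFRC culture 1. Fry (adjusted p = 0.0634) and the estimated correlation (camera adjusted p = 0.484) did not call the list, over a range from 8.47e-21 to 0.575 for all alternatives, and 4 of the 10 splits of the libraries gave a p at least as small. Whether the lines differ in proliferation or single cultures were harvested in another state cannot be told apart, because the gap between the lines is small beside the gap within pLN-iFRCs. As the cause of the differences between the lines as a whole, proliferation is argued against. With the score as a covariate, 57.8% of the genes past both thresholds remained past them with the same direction, and 0 passed with the opposite direction. The score is partly confounded with the line, so the fit with it also loses power.

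The 39 interferon-stimulated genes had a median of -0.37 (camera adjusted p = 0.00661, Benjamini-Hochberg over 8 lists), 30 of them higher in mLN-iFRCs and 9 higher in pLN-iFRCs. The 23 NF-kB targets had a median of 0.55 (camera adjusted p = 0.00100), 17 higher in pLN-iFRCs. With the correlation estimated from the data, the camera adjusted p was 0.359 for the interferon list and 0.104 for the NF-kB list, while the other camera and fry settings ranged from 8.72e-04 to 0.0213 and from 1.71e-04 to 0.0170. A true shift and members that vary together cannot be told apart here, because 6 libraries give a poor estimate of that correlation. For the interferon list, 4 of the 10 splits gave a p at least as small, and for the NF-kB list 1 of 10, the split by line.

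The 34 Hox genes had a median of 0.41 (camera adjusted p = 0.00208, Benjamini-Hochberg over 8 lists), 25 higher in pLN-iFRCs. All 11 Hox genes past both thresholds were higher in pLN-iFRCs, and 9 of them had a mean count of at least 50 there, which argues against few reads as the source. Hoxd13, Hoxd11 and Hoxc11, singled out after their values were seen, were at the floor in mLN-iFRCs and at least 13.0-fold, 17.6-fold and 18.5-fold higher in pLN-iFRCs. As a list the shift was less firm. The median was 0.24 with a filter of at least 10 counts in every library (camera adjusted p = 0.147, in a range from 2.33e-04 to 0.147 over the alternatives), a filter that removes genes absent from one line, and 2 of the 10 splits gave a p at least as small. Hox genes mark position along the body, and a difference between the sites of the lymph nodes of origin may underlie the pattern. That was not tested, since each site is represented by 1 line.

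Chromosome 19 was the only chromosome called by camera with the preset correlation. Its 479 tested genes had a median log2 fold change of 0.30 (adjusted p = 0.00924, Benjamini-Hochberg over 20 chromosomes), and 74.3% of them were higher in pLN-iFRCs. It was called in all 6 fits that each left out one library, but not with the estimated correlation (camera adjusted p = 0.260, the highest in a range that began at 0.00232 over the alternatives). Every one of the 9 other splits also gave at least 1 chromosome, up to 8, so 10 of the 10 splits gave as many and the count itself carries no weight. The spread of the medians of the 20 chromosomes was different. Its SD was 0.151, above the largest of 10000 shuffles of genes over chromosomes (0.0413, permutation p = 1.00e-04, the smallest they can give). It was also above the highest of the other splits (0.0733), so 1 of 10 splits was as large. Those splits mix the lines on each side, which by itself lowers the SD if the lines differ. Genes not past both thresholds showed the spread too (SD 0.135). Medians were lowest on chromosomes 14 (-0.29) and 7 (-0.23). Length and GC content are argued against, since the SD was 0.150 after the correction. Differences between cultures are argued against as well, since the highest SD for a pair of cultures of 1 line was 0.0719 and the lowest for a pair of the 2 lines was 0.134. The first and second part of each chromosome, by gene order, shifted alike across 20 chromosomes (Pearson r = 0.944, Spearman rho = 0.923, permutation p = 1.00e-05 for each, the smallest that 100000 permutations can give, and r = 0.911 without the 2 chromosomes farthest from the median). Chromosomes are not independent replicates of the lines. A difference in chromosome copy number in part of the cells of one line is a candidate explanation consistent with these values, and DNA was not measured.

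Cd24a was 3.48 (standard error 0.16, edgeR adjusted p = 6.95e-06 with Benjamini-Hochberg adjustment), with 6.01 ± 0.830 CPM in mLN-iFRCs and 67.1 ± 6.96 in pLN-iFRCs (SD, n = 3 each), although the cells had been sorted as negative for CD24. Blood or endothelial cells carried over into the pLN-iFRC cultures are argued against. Among 8 markers of these cells, Ptprc had 0 counts, Pecam1 was at 0.345 CPM in pLN-iFRCs, and the highest marker not lower in pLN-iFRCs was Lyz2 at 3.06. Kdr was higher in mLN-iFRCs (163 against 17.0), and after it was seen the test was restricted to markers not lower in pLN-iFRCs. The list, of which 2 genes were tested, had a median of -1.39 (camera adjusted p = 0.0587, Benjamini-Hochberg over 4 lists). Expression gained by the line in culture may explain Cd24a, which was not tested.

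Genes of the TGF-β axis went in both directions. Ltbp4 was -1.38 (standard error 0.17, edgeR adjusted p = 6.97e-04), higher in all 3 mLN-iFRC cultures. Lrrc32, which encodes the TGF-β-binding receptor GARP, was 2.05 (standard error 0.23, edgeR adjusted p = 4.54e-04), with 2.96 ± 0.738 RPKM in mLN-iFRCs and 11.8 ± 1.89 RPKM in pLN-iFRCs (SD, n = 3 each). Thbs1, whose product activates TGF-β and which overlaps a gene on the opposite strand, was 1.15 (standard error 0.29, edgeR adjusted p = 0.0199). It passed in 2 of the 6 fits that each left out one library (0.97 to 1.41) and was 0.27 with the cell cycle covariate (edgeR adjusted p = 0.781, highest but one in a range from 9.15e-04 to 0.795 over all settings). A part of the Thbs1 difference may thus follow the cell cycle score rather than the line. Activators of TGF-β were therefore not all higher in mLN-iFRCs at the RNA level. The paper's protein and antibody data are not addressed by these values.

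Cd40, listed with vesicle markers, was 1.67 (standard error 0.33, edgeR adjusted p = 0.00711) at a low level, 0.206 ± 0.0876 and 0.646 ± 0.129 RPKM (SD, n = 3 each). Aldh1a3, one of the retinaldehyde dehydrogenases, was 2.76 (standard error 0.14, edgeR adjusted p = 9.89e-06), with 1.30 ± 0.160 RPKM in mLN-iFRCs and 8.52 ± 0.432 RPKM in pLN-iFRCs (SD, n = 3 each). Aldh1a2 and Aldh1a1 went the other way, at -0.83 and -0.53 (edgeR adjusted p = 0.00111 and 0.00968), below the threshold on fold change. Aldh1a2 was at 12.3 ± 0.388 RPKM in mLN-iFRCs and 6.69 ± 0.345 RPKM in pLN-iFRCs (SD, n = 3 each). Aldh1a1 was at 20.5 ± 0.907 and 13.8 ± 0.515 RPKM (SD, n = 3 each). In mLN-iFRCs both were more abundant than Aldh1a3. Each of these genes had no overlap between the cultures of the 2 lines. No technical explanation specific to them was tested, and the biological one, the origin of the lines, cannot be separated from the lines themselves.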

How the results depend on the processing

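The cell cycle covariate and the length and GC correction were chosen after seeing the data, and so was the test of length and GC. Tgfb1 kept its direction and stayed past both thresholds in every setting run (-1.54 to -1.30), with the glmTreat adjusted p of edgeR at 0.0496. Itgb8 kept its direction in every setting and was past both thresholds in all but the cell cycle covariate. No gene past both thresholds changed direction past them in any setting, and scaling moved the median of all genes by at most 0.05.

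The number of genes higher in mLN-iFRCs and in pLN-iFRCs fell to 470 and 868 with edgeR's glmTreat, which sets a stricter hypothesis, to 552 and 609 with limma on log2(RPKM + 1), whose pseudocount shrinks low genes, and to 541 and 929 with the cell cycle covariate. The cause was not tested. With at least 10 counts in every library they were 701 and 958. Across the 6 fits that each left out one library they ranged from 796 to 1278 and from 1288 to 1601. Only 1 of the 10 splits of the libraries gave as many genes, the split by line. The other 9 gave 0, with 4 to 114 genes at an unadjusted p of at most 0.05 and the same fold change, against 2573 by line. For genes of Fig. 2B it was also 1 of 10. The splits cannot fall below 1 in 10. Each of the other 9 had cultures of both lines on each side, so a difference between the lines raised the spread within the sides. Few calls in them were thus built in, and they do not show what libraries without such a difference would give.

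With the cell cycle covariate, Itgb8 was -2.37 (edgeR adjusted p = 0.0992, against 1.27e-09 to 0.0150 over its other settings), and the cell cycle list itself was -0.10, as the covariate is made from it. Of gene lists, the estimated correlation left none past the threshold, at unchanged medians of 1.40 (chemokine ligands), 2.04 (interleukins), 1.75 (complement), -0.37 (interferon-stimulated), 0.55 (NF-kB targets), -1.78 (cell cycle) and 0.41 (Hox genes), with 3 lists at an unadjusted p under 0.05. Fry left out the cell cycle list (-1.78). The Hox median was 0.24 with at least 10 counts in every library. Outside Fig. 2B, chemokine ligands were 0.57 and interleukins 0.22, on fewer genes. The count of chromosomes, 1 by camera with the preset correlation, was 3 with at least 10 counts in every library, 2 with the cell cycle covariate, 3 with the length and GC correction, 17 with fry and 0 with the estimated correlation, where 2 had an unadjusted p under 0.05. The cause was not tested. It was 1 in each of the 6 fits that left out one library. A p at least as small came in 2 of 10 splits for chemokine ligands, 1 of 10 for interleukins, 1 of 10 for complement and 10 of 10 for the TGF-beta response.

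Among the named genes, directions reversed only for those that were not past the threshold. Leaving out one library, Itgav ranged from -0.26 to 0.12, Cd274 from -0.067 to 0.21, Ltbp1 from -0.25 to 0.23 and Cd63 from -0.32 to 0.0026. Ltbp1 was -0.014 and -0.0065 with limma on log2(RPKM + 0.1) and log2(RPKM + 1) and -0.045 with the length and GC correction, which put Xist at -6.51e-04. With the cell cycle covariate Cxcl10 was 0.061 and Cd274 -0.19. The cause was not tested.

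The culture numbers do not pair the libraries. Deviations of same-numbered cultures from their line means correlated at -0.622, -0.087 and -0.510 across 12599 genes. With the replicate block, 932 and 1348 genes were higher in mLN-iFRCs and pLN-iFRCs, Tgfb1 was -1.42 and Itgb8 -2.25, and of the named genes 2 were no longer past the threshold.

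mLN-iFRC culture 3 and pLN-iFRC culture 1 instead deviated together (0.452). mLN-iFRC culture 1 deviated together with pLN-iFRC cultures 2 (0.508) and 3 (0.552), which goes with the former because the deviations within a line sum to 0. A batch marked by the culture number is argued against by the negative correlations, the highest being -0.087. Across 12514 of those genes, transcript length and GC content gave an r squared of 0.455 for the shared deviation, short of most of the variance, which was the mark set beforehand. That this value leaves the explanation open was decided after seeing it. A bias of library preparation and another state of these cultures cannot be told apart. The log2 fold change between the lines had an r squared of 0.0045 on the same properties. Depth limits genes such as Il1f10 and Colec10, with few reads in either line.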

Differences from the paper's values

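The paper profiled 14919 genes, of which 1023 were higher in mLN-iFRCs and 1476 in pLN-iFRCs, against 13890, 969 and 1427 here. The paper's log2 fold change of Itgb8, given in the same direction, has a size of 2.22, against 2.33 here. None of these differs by more than the error of the fit or by more than 1.5 times. DESeq2 with shrunken fold changes gave -2.23 for Itgb8. The paper gives a smaller adjusted p for Itgb8 than the 0.00202 of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and DESeq2 without shrinkage gave 1.38e-09.

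Of the genes that Fig. 2B shows as differentially expressed, 3 were not called here. Gpld1 had a log2 fold change of 0.33 (edgeR adjusted p = 0.210), and the authors' deposited table gives 0.31 with an adjusted p of 0.309 from DESeq2. No setting run put it past both thresholds. Cxcl10 was -1.36 (edgeR adjusted p = 0.0644). Of the alternatives set before the data were examined, it passed without a filter on low counts (edgeR adjusted p = 0.0263), with DESeq2 (0.0200 and 0.0198 with shrunken fold changes), with limma on log2(RPKM + 0.1) (0.0462) and in the edgeR fit without pLN-iFRC culture 1 (0.00286). It also passed with the length and GC correction (edgeR adjusted p = 0.0322), which was chosen after seeing the values. It did not pass under the others, where the adjusted p reached 0.956. Il1f10 was not tested because of the filter on low counts. Without the filter its edgeR adjusted p was 0.00147, and in DESeq2 it was 0.00170, or 1.61e-04 with shrunken fold changes.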

Other observations

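The tests of the response to TGF-β and of the heatmap genes were written before the result was seen. The marker lists were written after other results had been seen, and how the mesothelial list is read was settled only after its values had been seen.

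A list of 28 TGF-β response genes was tested for an autocrine response to the higher Tgfb1 of mLN-iFRCs. Its median was -0.19 (camera adjusted p = 0.962, Benjamini-Hochberg over 8 lists), with 5 genes past both thresholds in each direction. Since the members go both ways, a response in part of them and no response cannot be told apart.

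The chemokine ligands outside Fig. 2B had a median of 0.57 (camera adjusted p = 0.0852), so whether the shift of that list extends beyond the genes picked for the heatmap cannot be told apart from chance with 10 genes.

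The genes with the largest change by the rule stated above were at the floor in one line. At the floor in pLN-iFRCs, Gabra4 was at least 157-fold, Lrrn4 at least 133-fold, Gabrb1 at least 66.1-fold, Ivl at least 55.2-fold and Foxa2 at least 41.6-fold higher in mLN-iFRCs. At the floor in mLN-iFRCs, Col6a5 was at least 168-fold, Dsc3 at least 156-fold, Ly6k at least 33.7-fold, Tmem35 at least 23.2-fold and Ntrk3 at least 20.5-fold higher in pLN-iFRCs. Gabra4 and Gabrb1 overlap at their ends on opposite strands, and Ly6k overlaps Gm17189, and the counts do not say to which gene a read in the overlap belongs. The levels of these genes, up to 25.6 CPM for Col6a5, were moderate.

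Mesothelial cells line the body cavity around the gut, and a share of such cells in the mLN-iFRC cultures was considered as a source. A list of mesothelial markers, 11 of which were found in the files and 8 tested, was higher in mLN-iFRCs as a set (median -4.09, camera adjusted p = 1.45e-10, Benjamini-Hochberg over 4 lists), as the explanation requires. Upk3b (211 against 1.03 CPM), Bnc1 (138 against 0.918), Wt1 (57.3 against 0.291) and Msln (36.5 against 0.130) were higher in mLN-iFRCs. The keratins of the list were mixed. Krt7 was at 2.99 CPM in mLN-iFRCs and 1.58 CPM in pLN-iFRCs, without overlap between the cultures (log2 fold change -0.94, edgeR adjusted p = 0.0645). Krt19 was higher in pLN-iFRCs (26.9 against 0.702 CPM), and so was Cldn15, on few reads (0.857 against 0.313 CPM, log2 fold change 1.37, edgeR adjusted p = 0.0944, without overlap between the cultures). Nkain4 showed no detectable difference (51.8 CPM in pLN-iFRCs, 53.4 CPM in mLN-iFRCs, log2 fold change -0.04, edgeR adjusted p = 0.915). Krt8, Krt18 and Calb2 had 0 counts in all 6 libraries, and whether their reads were lost in the counting was not tested. Mesothelial cells in the mLN-iFRC cultures and a mesothelium-like state or descent of the mLN-iFRC line cannot be told apart, because both predict the median of the list. Krt19 goes against carried-over cells, and so does Cldn15, which was not past the threshold, while the level of Nkain4 in both lines could hide a small share of them. Epidermal markers, 3 of them tested, had a median of -5.57 (camera adjusted p = 0.00299), through Perp and Krt14, while Trp63 was higher in pLN-iFRCs. Fibroblast markers had a median of -0.09 (camera adjusted p = 0.267), with Col1a1 at 4560 ± 438 and 3702 ± 450 CPM (SD, n = 3 each), and Pdgfra and Pdgfrb past both thresholds, higher in pLN-iFRCs.

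Pdpn, which encodes the gp38 used to sort the cells, showed no detectable difference (-0.19, edgeR adjusted p = 0.327). Xist was expressed in both lines (0.31, edgeR adjusted p = 0.542), and Ddx3y, Eif2s3y and Kdm5d were at the floor in both. The Y-linked gene Uty was not at the floor in either line. It had 3, 7 and 0 reads in mLN-iFRC cultures 1 to 3 and 6, 3 and 3 reads in pLN-iFRC cultures 1 to 3. Of genes for vesicle proteins, Cd9 was 0.67 (edgeR adjusted p = 0.00480), below the threshold on fold change, Cd81 was -0.51 (0.0576), Cd63 was -0.18 (0.506) and Anxa5 was -0.20 (0.247). Nos2 had 0 counts in every library, Ido1 was at or near the floor, and Cd274 showed no detectable difference (0.09, edgeR adjusted p = 0.783). Cd9, Cd81 and Cd274 overlap genes annotated on the opposite strand, and Xist overlaps genes on both strands, Tsix among them.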
